A study of Mus musculus with 4 samples. Its data were reported in "PCBP1 binding to single-stranded poly-cytosine motifs enhances cGAS sensing and impairs breast cancer development" (2026).

How the data were processed

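Single-nucleus RNA-seq was performed by the authors on frozen mammary tumors of mice that carry the polyomavirus middle T antigen (PyMT) under the MMTV promoter, an oncogene that drives mammary tumors. Nuclei were stained with a DNA dye, sorted and run on a droplet platform that tags the 3' end of each RNA molecule with a unique molecular identifier (UMI). Of the 4 libraries, 2 came from tumors labelled WT and 2 from tumors labelled PCBP1 KO, written KO here. Per the study, the mice are females of a C57BL model, and both genotypes carry Cre recombinase under the MMTV promoter. In KO mice Cre deletes floxed Pcbp1 in mammary epithelial cells, while in WT mice Pcbp1 is not floxed. The study bred the genotypes from separate floxed and non-floxed parents. The tumors were matched in size, and the ages of these mice are not given. Groups and replicate numbers were taken from the titles of the libraries. The labels do not say that libraries of a genotype came from separate animals, so every p-value below measures the spread between these libraries, which may be partly technical. All 4 libraries carry the same batch date, so no batch could be compared with another.

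The deposited matrices hold UMI counts per gene and barcode. The authors aligned reads with Cell Ranger 7.0.0 to a custom reference built on GRCm39 that includes PyMT, and removed estimated background RNA with CellBender at its standard parameters, per the labels and the study's methods. The submitters' processing notes also name Seurat 4.1.0. Whether intronic reads were counted is not given in the sources used here. CellBender subtracts a model of the free RNA in each library, so low counts in these files are what remained after that subtraction, and free RNA that the model missed is still in them. A PyMT feature was not analysed here. Of the gene identifiers, 21689 (99.2%) were found in the GENCODE annotation of GRCm39, from which coordinates were taken.

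Barcodes with any UMI numbered 40187, and 39373 of them passed the filters that the study states (over 200 genes, under 10000 UMIs and under 5% mitochondrial UMIs). Mitochondrial genes were left in the counts, whereas the study removed them. Doublets were scored in each library with the Scrublet method in scanpy 1.11.5. The caller's own threshold marked 0.0536% and 7.07% of the nuclei in WT 1 and WT 2, and 0% and 0.0419% in KO 1 and KO 2, which is too uneven to use. The highest-scoring nuclei were removed instead, at 0.8% for every 1000 nuclei of the library, which took out 3107 nuclei and left 36266. Doublets that score low remain. Kept nuclei held 20631432 UMIs in WT 1, 27425822 in WT 2, 31015116 in KO 1 and 20147784 in KO 2. Median UMIs per nucleus were 1957, 2650, 2913 and 1994 in the same order. The sums of luminal nuclei of same-genotype libraries differed by far more than sampling noise (chi-square per degree of freedom 136 for WT and 129 for KO), so no library was a copy of another.

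Counts per nucleus were scaled to 10000 and log-transformed, 2000 variable genes were reduced to 30 principal components, and Leiden clustering at resolution 1 on a graph of 15 neighbors gave 24 clusters, with no integration across libraries. Interferon-stimulated, interferon-gamma-associated, MHC class I, antigen-processing, ribosomal and mitochondrial genes and Pcbp1, 236 genes in all, were kept out of the variable genes. Clusters were named "-like" from 15 marker lists: luminal epithelial, basal epithelial, proliferating, stromal, pericyte, endothelial, macrophage, dendritic, T or NK, B or plasma, neutrophil, mast, adipocyte, muscle and Schwann. A name required a mean log2 enrichment of the list of at least 1.5 with at least 3 markers detected in 10% of the nuclei. Clusters with no such list were called luminal epithelial-like when the luminal score lay above -1. One mixed lymphoid cluster was split into T or NK and B nuclei by clustering at resolution 2. These naming thresholds and that split were chosen after the clusters had been seen, whereas the markers were not. Naming each nucleus by its highest marker score instead left 88.9% of the kept nuclei in the same class. Names rebuilt in this way can differ from those of the study, whose annotation used a reference atlas.

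UMI counts were summed per library and class, since nuclei of one tumor are not replicates, and a class was tested where every library had at least 10 nuclei of it. Sums were compared between KO and WT with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors and the filterByExpr filter on low counts. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.3, the thresholds of the study. Levels are CPM values scaled by the TMM factors, the unit edgeR gives for counts relative to the library total. All log2 fold changes are KO over WT, with their standard error (SE). Tests are two-sided. Lists of genes were tested with fry and with camera of limma 3.58.1. Camera was run with a preset correlation of 0.01 and again with an estimated correlation. The fry p tests whether the members move one way on balance, and it does not compare the list with other genes. The difference of the genotype effect between luminal and other nuclei was tested as an interaction with the library as a block. The share of each class was tested with edgeR on nuclei per library and with an exact permutation test, which cannot give a p below 0.333 for 2 libraries against 2. Shares of nuclei with a UMI were computed as the expected share after thinning each nucleus to 500 UMIs, leaving out shallower nuclei. A fold against a group with a count of 0 uses a floor of 3 counts over the group. Intervals are exact 95% intervals of pooled counts and, like the floors, cover counting error only.

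The tests, markers, lists and the rule for named genes were fixed before the data were examined. The 19 lists are type I interferon-stimulated genes, interferon-gamma-associated genes, MHC class I heavy chains with B2m, antigen processing for class I, the cGAS-STING and interferon receptor pathway, TNF and NF-kB targets, poly(rC)-binding and related proteins, epithelial-mesenchymal transition, basal and myoepithelial genes, milk and alveolar genes, hormone-sensing luminal genes, cell cycle genes, iron handling, hypoxia and glycolysis, the unfolded protein and integrated stress response, heat shock and dissociation stress, cholesterol and fatty acid synthesis, oxidative phosphorylation subunits and ribosomal proteins. Marker lists of other cell types were tested in luminal nuclei as well, 28 lists together where at least 3 members passed the filter. The B or plasma, dendritic, neutrophil, mast and adipocyte lists had fewer. Of the lists, the interferon-stimulated genes, MHC class I and the named genes of the study reflect results the study had drawn from tumors of this model, so their direction is not independent evidence. Genes named in the text are Pcbp1, the genes the study names, up to 4 members of each list with the smallest p, and up to 10 rises and 10 falls among the called genes of luminal nuclei, with at least 20 CPM in a genotype and no overlap between the genotypes. In other classes they are Pcbp1, Oas2, Isg15 and up to 3 rises and 3 falls. Some genes that the rule takes are not reported here.

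The tests of genes, lists, shares and interactions were run on simulated data, and the permutation test was not. With 200 of 13536 simulated luminal genes changed, edgeR recovered 94.0% of changes of 4 on the log2 scale. It recovered 47.8% of changes of 2 and 1.52% of changes of 1, with 3 false calls. With no gene changed it called 0. DESeq2 recovered 92.5%, 70.1% and 1.52% of the same changes, with 15 false calls, and called 0 with no gene changed. Fry and camera with either correlation found a planted change of -1.5 in the interferon list in 20 of 20 draws. With none planted fry called 1, camera 2 and camera with an estimated correlation 0 of 20. All simulated genes were drawn independently, so the rates for lists here and below need not hold where members move together. In simulated endothelial sums of 4650 genes, edgeR recovered 100% of changes of 4, 61.2% of changes of 2 and 6.06% of changes of 1. The interaction test on 5037 genes recovered 91.0%, 31.3% and 3.03%. With the list lowered alike in luminal and endothelial sums, the interaction of the list was called in 1 of 20 draws with either filter, with a mean median difference of 0.09 for the joint filter. The edgeR test of shares called a planted log2 change of 2 in the macrophage share in 3 of 20 draws, and 4 of 200 shares with none planted, so shares that did not pass can still differ.

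Alternatives were DESeq2 1.42.0, limma-voom, library totals in place of TMM, no filter on low counts, the replicate number as a block, each library left out in turn, no doublet removal, other filters on nuclei, proliferating nuclei joined to luminal ones, variable genes scaled within each library, Leiden resolutions of 0.5 and 2, classes by the highest marker score and sums thinned to the smallest total. Others were added after the data had been seen: clusters in which no single library holds over 60% of the nuclei, the unnamed cluster counted as basal, crossed replicate numbers as a block, and the interaction test on genes that pass the filter in both classes. The genes Mx1, Mx2, Oas1b, Cxcl11, H2-T10, Ighm and Igkc were not analysed here. The share of luminal RNA in another class, a measure added after the results had been seen, was the median over 13 luminal markers of their CPM in the class divided by their CPM in the luminal nuclei of the same library.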

Results

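Nuclei of 2 WT and 2 KO mammary tumors of PyMT mice were profiled to ask which cells carry a lower interferon response when Pcbp1, an RNA-binding protein that recognises poly(rC) stretches, is deleted in mammary epithelium. The libraries held 26505642 UMIs in WT 1, 33320174 in WT 2, 37659704 in KO 1 and 23493571 in KO 2. After filtering, 8630, 9247, 9564 and 8825 nuclei remained in that order. Values are given as mean ± SD of the 2 libraries of a genotype unless a library is named.

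Pcbp1 (ENSMUSG00000051695) lies on chromosome 6 from 86501468 to 86504330 on the minus strand of GRCm39, with at most 2 exons in any of its 3 annotated transcripts. Its UMIs were lower in KO in the nuclei where Cre is directed, and not in the stroma. Luminal epithelial-like nuclei held 459 and 466 Pcbp1 UMIs in WT 1 and WT 2, against 6 and 30 in KO 1 and KO 2, and the level went from 23.8 ± 6.12 CPM (SD, n = 2) to 1.13 ± 1.23 CPM (SD, n = 2). The log2 fold change was -4.44 ± 0.93 (SE), with an unadjusted p under 0.05 and adjusted p = 0.698 over all genes in edgeR. In basal epithelial-like nuclei, 39 UMIs over the WT libraries stood against 0 among the 2730837 and 2192161 UMIs of all genes in KO 1 and KO 2, which makes the KO level at least 32.8-fold lower. Proliferating nuclei held 29 UMIs in WT and 1 in KO (ratio 0.0115, 95% interval 2.80e-04 to 0.0690). Stromal nuclei held 26 and 60 UMIs, with a log2 fold change of 0.46 ± 0.53 (adjusted p = 1.00), and endothelial nuclei 9 and 19 UMIs (ratio 1.35, 95% interval 0.581 to 3.38). Macrophage-like nuclei held 29 UMIs in WT and 10 in KO, with a log2 fold change of -1.67 ± 0.58 (adjusted p = 0.653). Its unadjusted p was under 0.05 with all libraries and over 0.05 with any one of them left out. Which part of the gene is floxed is not given in the sources used here, but the lower counts go with the labels of all 4 libraries.

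Luminal epithelial-like nuclei were the largest class, with 29772 of the 36266 nuclei. Most of them lay in clusters that came from a single tumor: cluster 1, led by Cck and Krt19, was 91.0% KO 2, cluster 2, led by the acute-phase genes Saa1 and Saa2, was 82.2% WT 1, cluster 4, led by Ralyl and Hpse2, was 99.4% KO 1, cluster 5, led by Fstl4 and Epha5, was 99.1% WT 2, cluster 7, led by Foxq1 and the Wnt target Axin2, was 98.2% WT 2, and cluster 8, with H2-Q6 and H2-Q7 among its leading genes, was 89.3% WT 1. Clusters 3, 6, 15 and 18 were shared. Cluster 18 was led by Nrxn3, the progesterone receptor gene Pgr and the growth factor gene Areg. The remaining classes were basal epithelial-like, proliferating, stromal-like, macrophage-like, endothelial-like, pericyte-like, T or NK-like, B-like and adipocyte-like nuclei. Cluster 12, led by Col23a1, Slc1a2 and Gjc3, met no marker list and stayed unnamed. It held 1.88% ± 1.68 (SD, n = 2) of the WT nuclei and 3.10% ± 0.815 (SD, n = 2) of the KO nuclei.

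**Figure D1:**
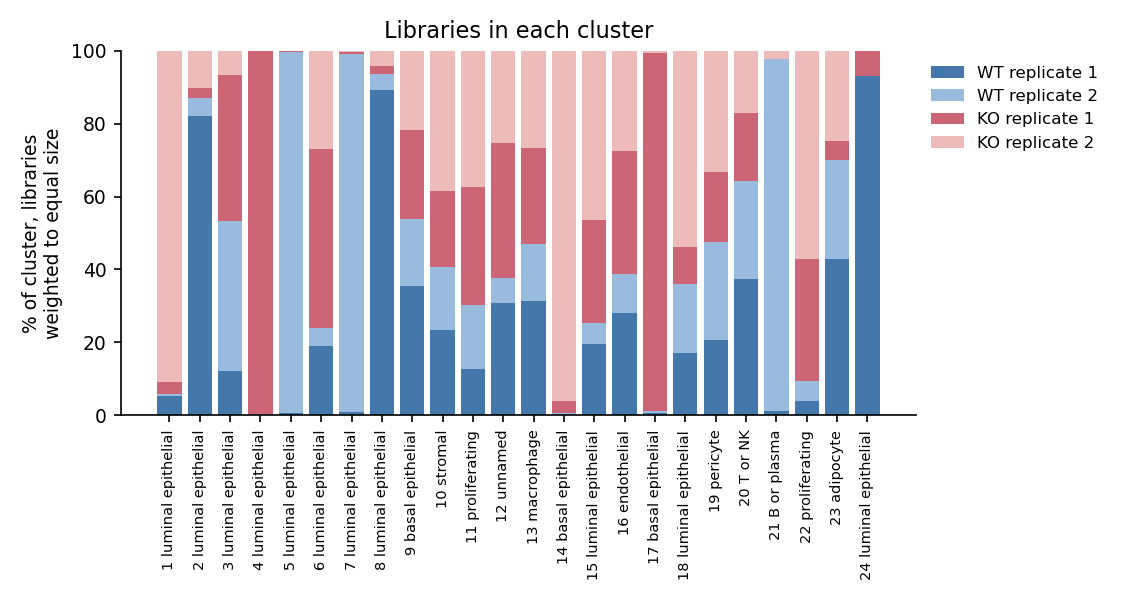
Share of each of the 24 clusters that came from each library (y axis, percent, with the libraries weighted to the same total number of nuclei) against cluster number (x axis), with colors for WT 1, WT 2, KO 1 and KO 2. Clusters 4 and 5 were 99.4% KO 1 and 99.1% WT 2, whereas in the stromal cluster 10 no library held more than 38.5%.

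The question whether Pcbp1 loss changes the cell makeup was asked from the share of nuclei in each class. Basal epithelial-like nuclei, which share keratin and contractile genes with the outer layer of the mammary duct, made up 3.09% ± 1.32 (SD, n = 2) of WT and 8.13% ± 1.16 (SD, n = 2) of KO nuclei. Proliferating nuclei, marked by the topoisomerase Top2a and mitotic kinesins, made up 1.57% ± 0.359 (SD, n = 2) in WT and 3.85% ± 0.45 (SD, n = 2) in KO. T or NK-like nuclei made up 0.596% ± 0.140 (SD, n = 2) in WT and 0.331% ± 0.0196 (SD, n = 2) in KO. None of the 11 classes differed past the threshold. In edgeR the log2 ratio was 1.40 ± 0.47 for basal nuclei (adjusted p = 0.245), 1.29 ± 0.37 for proliferating nuclei (adjusted p = 0.245) and -0.85 ± 0.37 for T or NK-like nuclei (adjusted p = 0.283), and the exact permutation p was 0.333 for all 3, the smallest that 2 libraries against 2 can give. Luminal nuclei made up 86.9% ± 4.00 (SD, n = 2) in WT and 77.3% ± 2.19 (SD, n = 2) in KO (adjusted p = 0.755). Stromal, endothelial, macrophage and pericyte-like nuclei went from 2.16% to 3.15%, from 1.00% to 1.59%, from 1.69% to 1.90% and from 0.484% to 0.533%, with adjusted p from 0.521 to 0.780. Adipocyte-like nuclei made up 0.209% and 0.0893% (adjusted p = 0.491). B-like nuclei were 0.930% of WT 2 and at most 0.0227% of any other library. Within basal nuclei, cluster 14, led by Nlgn1 and including Krt5, was 96.2% KO 2, and cluster 17, led by Lef1, was 98.5% KO 1. The basal cluster 9 that all libraries shared, led by Myh11 and Acta2, held 4.00% and 2.10% of the nuclei in WT 1 and WT 2 and 2.75% and 2.47% in KO 1 and KO 2, so without the other clusters the KO share was 0.856 times the WT share.

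**Figure D2:**
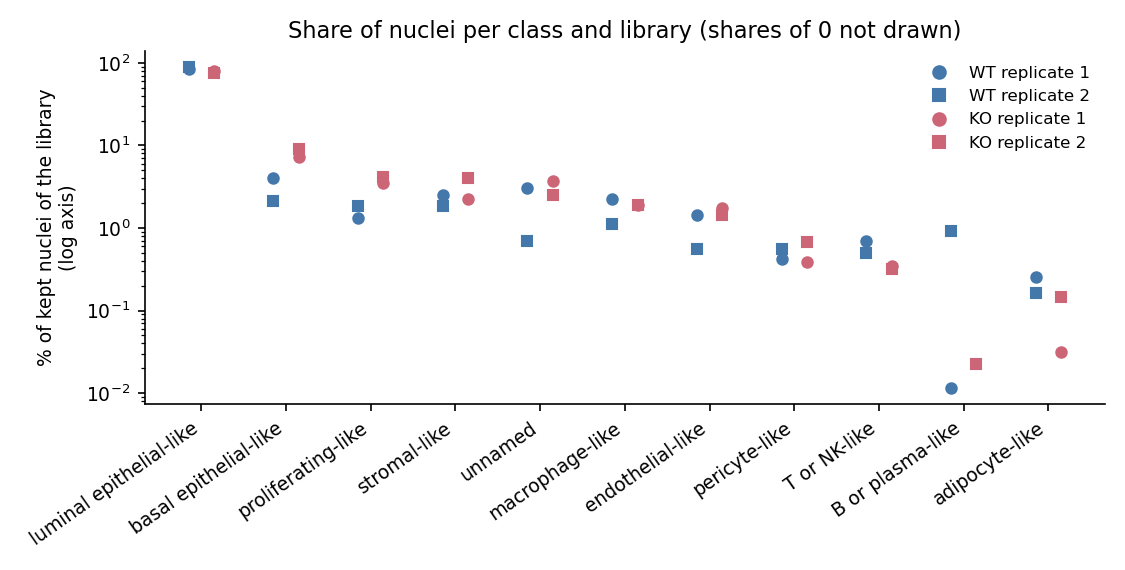
Share of the nuclei of each library (y axis, percent, log scale) in each class (x axis), with 1 point per library and shares of 0 not drawn. Basal nuclei were 4.02% and 2.15% in the WT libraries and 7.31% and 8.95% in the KO libraries, and none of the classes passed the test.

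Luminal epithelial-like nuclei of KO tumors had lower levels of genes that interferons induce. Oas2, a sensor of double-stranded RNA that activates RNase L, went from 181 ± 27.1 CPM (SD, n = 2) in WT to 7.15 ± 1.44 CPM (SD, n = 2) in KO, the radical SAM antiviral enzyme Rsad2 from 48.2 ± 2.10 to 3.75 ± 0.312 CPM, and Usp18, which removes ISG15 from proteins, from 74.5 ± 0.716 to 6.57 ± 0.891 CPM. Of the 61 listed type I interferon-stimulated genes 56 could be tested, and 55 of them had a log2 fold change below 0, with a median of -1.55. Adjusted over the list alone, 47 members fell and 0 rose, while 0 passed the threshold over all 13779 genes. The list holds genes that the study names from these tumors, so its direction is not independent evidence. The members that fell included Oas2 (log2 fold change -4.66 ± 0.31), Rsad2 (-3.68 ± 0.30), Usp18 (-3.51 ± 0.28), Oasl2 (-2.90 ± 0.29) and Irf7 (-2.69 ± 0.39), the transcription factor that amplifies interferon production. Isg15, a ubiquitin-like modifier, Ifit1, which binds foreign RNA ends, and the apolipoprotein L gene Apol9b fell by 3.20, 2.97 and 3.03 on the log2 scale. Bst2, which tethers budding virus, had a log2 fold change of -1.56 ± 0.64, with an unadjusted p over 0.05 and adjusted p = 1.00. Summed over the list, the 4 libraries held 4540 and 4115 CPM in WT and 1525 and 1585 CPM in KO. Apol9a and Apol9b, Ifi203 and Ifi204, and the Oas genes have near-identical relatives, so counting can have split reads between them.

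By fry the list had an unadjusted p under 0.05 and adjusted p = 0.154 over the 28 lists. Camera called the list with the preset correlation (adjusted p = 1.75e-125) and gave adjusted p = 0.0830 with an estimated correlation. Without KO 1 or without KO 2 the unadjusted fry p was over 0.05, with medians of -1.5 and -1.85. Over all genes edgeR called 0 at an adjusted p under 0.05, limma-voom called 0, and DESeq2 called 165, of which 93 were lower, 72 higher and 31 interferon-stimulated. At an unadjusted p under 0.05 edgeR had 687 genes, 330 lower and 357 higher. The smallest adjusted p were 0.125 for Oas2, Usp18 and Rsad2, and 24 of the 50 genes with the smallest p were interferon-stimulated. The genotypes did not overlap in 26.7% of the genes, where chance gives 33.3%.

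**Figure D3:**
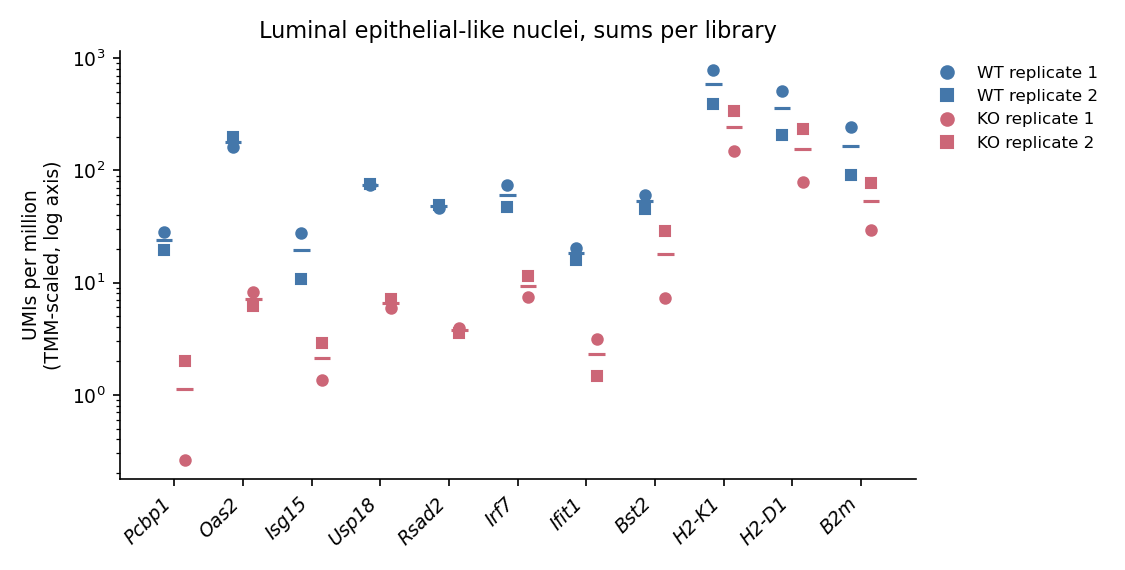
Level of 11 genes in luminal epithelial-like nuclei (y axis, CPM, log scale), with 1 point per library and a short line at the mean of each genotype. Oas2 stood at 162 and 200 CPM in WT and at 8.16 and 6.13 CPM in KO, and H2-K1 and H2-D1 were added to the plot after their values had been seen.

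Genes of MHC class I presentation were compared because interferons induce them. All 12 testable class I heavy chains and B2m had log2 fold changes below 0, with a median of -1.34. Their sums were 2371 and 1013 CPM in WT 1 and WT 2 and 401 and 954 CPM in KO 1 and KO 2. The median was -0.71 without WT 1 and -1.89 without KO 2. Adjusted over the list alone, H2-Q6 and H2-Q7, non-classical class I genes, fell, and 0 members passed over all genes. H2-Q6 went from 109 ± 87.3 CPM (SD, n = 2) to 3.8 ± 2.73 CPM (SD, n = 2), and H2-Q7 from 74.2 ± 72.8 to 1.83 ± 0.801 CPM. These 2 genes are near-identical neighbors on chromosome 17, and both lead the cluster that was 89.3% WT 1. B2m, the light chain that all class I molecules need, went from 166 ± 107 to 53.5 ± 33.7 CPM, with a log2 fold change of -1.64 ± 0.63 (adjusted p = 0.958), and H2-Q4 had -1.43 ± 0.43 (adjusted p = 0.758). By fry the list had adjusted p = 0.776. Camera called it with the preset correlation (adjusted p = 7.57e-14), and it had adjusted p = 0.669 with an estimated correlation. The count over the list alone was 7 without WT 2, 6 without KO 2 and 2 without either of the others.

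Interferon-gamma-associated genes were lower as well, with 15 of 16 members below 0 and a median of -1.20. Adjusted over the list alone 7 fell, among them the guanylate-binding protein gene Gbp3 (-3.00 ± 0.34) and the GTPase genes Iigp1 (-1.80 ± 0.41), Irgm2 (-1.31 ± 0.33) and Gbp7 (-1.09 ± 0.29), which act on pathogen vacuoles, and 0 passed over all genes. By fry the list had adjusted p = 0.244 over the lists, camera called it with the preset correlation (adjusted p = 2.51e-14), and it had adjusted p = 0.279 with an estimated correlation. Among antigen-processing genes the peptide transporter gene Tap1 had a log2 fold change of -1.21 ± 0.31 (adjusted p = 0.748) and Tapbpl, a relative of tapasin, 1.18 ± 0.41 (adjusted p = 0.871), and the list had a median of -0.19 (adjusted p = 0.852 by fry), with 0 members called over the list alone.

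Among genes upstream of the interferon response none had an unadjusted p under 0.05. The cGAS-STING and interferon receptor list had a median of -0.07, a mean of 0.02 and adjusted p = 0.970 by fry, with the test pointing up. The DNA sensor gene Cgas had 1.39 ± 0.73 at 0.941 ± 0.379 CPM in WT, its adaptor Sting1 -0.60 ± 0.50, the transcription factor Irf3 0.33 ± 0.43 and the helicase Dhx9 -0.08 ± 0.26, each with adjusted p = 1.00. Sting1 turned to 0.21 without WT 1, Irf3 to -0.09 without WT 2 and to -0.05 without KO 2, and Dhx9 to 0.09 without WT 2. Ifnb1 had 2 UMIs in WT and 0 in KO over all luminal nuclei, and the chemokine Cxcl10 had 24 in WT and 0 in KO while Cxcl9 had 0 and 5, all below the filter. Among poly(rC)-binding and related proteins only Pcbp1 had an unadjusted p under 0.05, with Hnrnpa1 at 0.60 ± 0.33 and Hnrnpk at -0.20 ± 0.25, and the list had a median of -0.01 (adjusted p = 0.843 by fry).

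In edgeR no hormone or milk gene of luminal cells passed over all genes, while DESeq2 called Esr1 (adjusted p = 0.0337) and Csn1s2a (adjusted p = 0.00827), and also Scd1 (adjusted p = 0.00349). Esr1, the estrogen receptor, went from 42.1 ± 10.4 CPM (SD, n = 2) to 109 ± 23.5 CPM (SD, n = 2), with a log2 fold change of 1.38 ± 0.30 (adjusted p = 0.703). Pgr had 1.15 ± 0.85 (adjusted p = 1.00), which turned to -0.80 without KO 2. The hormone-sensing list had a median of 0.61 (adjusted p = 0.843 by fry), which turned to -0.21 without KO 2. Among milk genes those with the smallest p were the casein genes Csn1s2a and Csn1s1 and the milk fat globule gene Btn1a1, with 2.84 ± 0.71, 3.05 ± 1.11 and 2.04 ± 0.76 (adjusted p = 0.743, 0.905 and 0.936). The milk and alveolar genes ranged from -1.37 to 3.05 and summed to 11730, 6834, 4526 and 14415 CPM in WT 1, WT 2, KO 1 and KO 2. The list had a median of 0.11 (adjusted p = 0.843 by fry), which turned to -0.42 without KO 2. Scd1, a fatty acid desaturase, went from 191 ± 36.0 to 67.4 ± 9.60 CPM, with a log2 fold change of -1.51 ± 0.28 (adjusted p = 0.530), and the lipogenic factor Srebf1 had -0.94 ± 0.34 (adjusted p = 0.890). Adjusted over the list alone 1 gene of cholesterol and fatty acid synthesis, Scd1, fell, and 0 passed over all genes (list median -0.12, adjusted p = 0.244 by fry).

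In the remaining lists 0 genes passed over all genes, and adjusted over the list alone 1 basal marker, the oxytocin receptor gene Oxtr (-2.99 ± 0.68), fell. The medians were 0.40 for cell cycle genes, with 2 of 28 members below 0, 0.62 for ribosomal proteins, -0.38 for heat shock and dissociation stress, -0.30 for the unfolded protein response, -0.16 for TNF and NF-kB targets, -0.24 for epithelial-mesenchymal transition, -0.16 for basal and myoepithelial genes, -0.01 for iron handling, -0.11 for hypoxia and glycolysis and 0.24 for oxidative phosphorylation. Their adjusted p by fry lay between 0.776 and 0.853. Camera with the preset correlation called cell cycle genes up (adjusted p = 3.8e-04) and heat shock genes down (adjusted p = 0.00189), each with adjusted p = 0.669 with an estimated correlation. It also called ribosomal proteins up (adjusted p = 3.02e-05), with adjusted p = 0.80 with an estimated correlation. No list was called by fry after adjustment over the lists or by camera with an estimated correlation. Ribosomal protein genes summed to 31758 CPM in KO 2 and to 13844, 13489 and 9402 CPM in WT 1, WT 2 and KO 1, and their median turned to -0.48 without KO 2. Single genes with an unadjusted p under 0.05 included the adhesion gene Cdh2 (-2.27 ± 0.62), the growth factor gene Tgfb1 (1.04 ± 0.32), the placental cadherin gene Cdh3 (1.72 ± 0.67), the ferroxidase gene Heph (1.06 ± 0.29), the transferrin receptor gene Tfrc (-0.94 ± 0.37), the collagen hydroxylase gene P4ha1 (-1.75 ± 0.55), the phosphatase gene Dusp1 (-1.54 ± 0.48) and the mitotic checkpoint gene Bub1b (1.31 ± 0.44). Igsf11 had -0.61 ± 0.54 (adjusted p = 1.00).

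Marker lists of other cell types were tested in luminal nuclei to follow RNA of other cells. Basal markers had a median of -0.75 (adjusted p = 0.710 by fry), were called down by camera with the preset correlation (adjusted p = 0.00777) and had adjusted p = 0.669 with an estimated correlation. The medians were 0.27 for proliferating, 0.70 for pericyte, 0.64 for endothelial, 0.53 for muscle and -0.27 for Schwann markers, with adjusted p between 0.776 and 0.932 by fry. Stromal markers had a median of 0.10 but a mean of -0.67 (adjusted p = 0.844 by fry, down), macrophage markers a median of -0.43 but a mean of 0.22 (adjusted p = 0.962, down), and T or NK markers a median of -0.36 and a mean of -0.13 with the test pointing up (adjusted p = 0.970). None of these lists held more than 11 testable genes.

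The loss was also followed per nucleus, as the share of luminal nuclei with at least 1 UMI after thinning to 500 UMIs. Oas2 was found in 7.98% ± 0.867 (SD, n = 2) of WT nuclei and 0.319% ± 0.0314 (SD, n = 2) of KO nuclei, Isg15 in 1.07% ± 0.654 and 0.109% ± 0.0499, and Pcbp1 in 1.28% ± 0.371 and 0.0604% ± 0.0730. Without thinning the shares were 27.4% and 1.43% for Oas2, 3.82% and 0.478% for Isg15 and 5.43% and 0.213% for Pcbp1. Each difference had the same direction in all pairs of libraries, for which the exact permutation p is 0.333. In the unnamed cluster 12, where Oas2 was near absent, its thinned share was 0.0821% in WT 1, 0.219% in WT 2 and 0% in both KO libraries, at a median of 3746 UMIs per nucleus against 2302 in luminal nuclei. The KO luminal shares of Oas2, 0.341% in KO 1 and 0.297% in KO 2, lay above these. Isg15 stood at 1.33% in cluster 12 of WT 1, above its share in the luminal nuclei of either KO library. Thinning left out 51, 69, 16 and 21 luminal nuclei.

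Interferon-stimulated genes were also lower in KO in basal and proliferating nuclei and in the unnamed cluster. In basal nuclei 43 of 47 members lay below 0, with a median of -1.23 (adjusted p = 0.292 by fry), and adjusted over the list alone 25 fell. In proliferating nuclei 40 of 40 lay below 0, with a median of -1.28 (adjusted p = 0.0601 by fry), and 28 fell adjusted over the list alone. In the unnamed cluster 36 of 39 lay below 0, with a median of -0.85 (adjusted p = 0.100 by fry), and 12 fell adjusted over the list alone. None passed over all genes in these classes. Oas2 had a log2 fold change of -5.32 ± 0.59 in basal nuclei (55 UMIs in WT and 3 in KO, ratio 0.0217, 95% interval 0.00433 to 0.0667) and -4.58 ± 0.49 in proliferating nuclei (adjusted p = 0.0748). Isg15 had -1.67 ± 0.92 in basal nuclei (adjusted p = 0.641). Cluster 9 held 345 and 194 of basal nuclei in WT 1 and WT 2 and 263 and 218 in KO 1 and KO 2. The other KO basal nuclei lay in clusters 14 and 17, so the basal sums compare partly different populations. In cluster 9, before TMM scaling, Oas2 stood at 30.8 and 24.8 CPM in WT and at 2.02 and 0 in KO. By fry the unadjusted p was under 0.05 in these 3 classes, and over 0.05 without KO 1 or without KO 2 in basal and proliferating nuclei and without WT 1 in the unnamed cluster. In basal nuclei luminal markers stood at a median of 14.6% and 9.35% of their luminal level in WT 1 and WT 2. In KO 1 and KO 2 they stood there at 2.26% and 3.04%. In the same order of libraries they stood at 6.20%, 4.57%, 2.23% and 0.95% in the unnamed cluster. In proliferating nuclei they stood at 92.0%, 77.7%, 85.5% and 66.4%. The shares in basal nuclei and the unnamed cluster were higher in both WT libraries than in both KO libraries. Luminal RNA can therefore make part of the fall in these classes, which was not tested.

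The same list was tested in 5 further classes, each with its own set of testable members. The median was -0.30 in stromal nuclei (42 genes, adjusted p = 0.915 by fry), -0.31 in macrophage-like nuclei (43 genes, adjusted p = 0.954), -0.71 in endothelial-like nuclei (31 genes, adjusted p = 0.717), -1.10 in pericyte-like nuclei (11 genes, adjusted p = 0.155) and -0.62 in T or NK-like nuclei (12 genes, adjusted p = 0.701). Adjusted over the list alone 1 member fell in pericyte-like nuclei and 0 in the other 4 classes, where 6, 4, 4 and 2 members had an unadjusted p under 0.05 in endothelial, macrophage, stromal and T or NK-like nuclei. After adjustment over the lists of a class, fry called the interferon-stimulated genes in none of the classes. Oas2 had 135 UMIs in WT and 122 in KO macrophage-like nuclei (-0.23 ± 0.32, adjusted p = 0.999), 152 and 138 in stromal nuclei (-0.66 ± 0.74, adjusted p = 1.00), 37 and 1 in endothelial-like nuclei (ratio 0.0172, 95% interval 4.25e-04 to 0.102) and 15 and 0 in T or NK-like nuclei, which is at least 3.88-fold lower. WT 1 gave 33 of the 37 endothelial and 13 of the 15 T or NK-like WT UMIs. In stromal nuclei 139 of the 152 WT UMIs came from WT 1, and the list median turned to 0.02 without that library. In endothelial and pericyte-like nuclei the unadjusted fry p was under 0.05, and over 0.05 with WT 1, WT 2, KO 1 or KO 2 left out. Luminal epithelial markers had a median of -1.52 in endothelial-like nuclei (8 genes, adjusted p = 0.771 by fry), -2.41 in pericyte-like nuclei (3 genes, all lower adjusted over the list alone, adjusted p = 0.155) and 0.17 in T or NK-like nuclei. The median share of the luminal level at which luminal markers stood is given for WT 1, WT 2, KO 1 and KO 2 in turn. It was 25.9%, 14.6%, 1.38% and 9.45% in endothelial-like nuclei and 11.2%, 16.6%, 0% and 4.46% in pericyte-like nuclei. In macrophage-like nuclei it was 38.9%, 16.9%, 7.28% and 14.6%. Stromal nuclei had 8.68%, 1.27%, 2.33% and 1.65%, and T or NK-like nuclei 48.4%, 39.1%, 58.4% and 35.3%. RNA of luminal nuclei in these droplets can carry the lower luminal levels of KO with it. The falls in Oas2 and in the list, also in T or NK-like nuclei, therefore need not be changes in those cells. That cause was tested for endothelial-like nuclei only.

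The genotype effect of a class was set against that of luminal nuclei by the interaction test. Its joint filter also keeps genes that are seen in luminal nuclei alone, so the test was repeated on the genes that pass the filter in both classes, a choice made after the results had been seen. In endothelial-like nuclei the interferon-stimulated genes differed from luminal nuclei by a median of 0.72 over 56 members (adjusted p = 0.0321 by fry over 8 classes, adjusted p = 0.129 by camera with an estimated correlation), and by 0.78 over the 31 members testable in both (adjusted p = 0.0847 by fry). With the joint filter the median difference was 1.47 in stromal nuclei (adjusted p = 0.0905), 1.00 in macrophage-like nuclei (adjusted p = 0.116), 0.67 in the unnamed cluster (adjusted p = 0.161), 0.23 in pericyte-like nuclei (adjusted p = 0.161), 0.12 in basal nuclei (adjusted p = 0.327), 0.10 in proliferating nuclei (adjusted p = 0.222) and -0.08 in T or NK-like nuclei (adjusted p = 0.203). On genes testable in both classes no class passed, with medians of 1.22 in stromal (42 members), 1.11 in macrophage-like (43), 0.53 in pericyte-like (11) and 0.55 in T or NK-like nuclei (12). For endothelial-like nuclei the unadjusted fry p was over 0.05 without WT 1 and without WT 2.

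Single genes called by the joint fit are given as counts only, because splits that mix the genotypes also called genes in sparse classes. Whether this fit let the spread of genes vary too little there was not tested. Over all genes it called 267 in endothelial, 200 in macrophage, 75 in pericyte, 10 in T or NK-like and 5 in proliferating nuclei, 1 in the unnamed cluster and 0 in basal and stromal nuclei, where 981 and 735 genes had an unadjusted p under 0.05. On genes testable in both classes it called 1 gene in macrophage-like nuclei and 0 in every other class. That gene was Oas2, with a difference of 4.33 ± 0.34 (adjusted p = 0.0343 in edgeR). Splits that put a WT and a KO library on each side called 0 and 85 genes in endothelial, 0 and 15 in macrophage, 22 and 27 in pericyte, 7 and 8 in T or NK-like and 18 and 13 in proliferating nuclei with the joint filter. The prior degrees of freedom were 219 in endothelial-like nuclei with the joint filter and 4.20 on genes testable in both. DESeq2 called 133 in basal, 65 in the unnamed cluster, 44 in stromal, 15 in macrophage, 12 in pericyte, 11 in endothelial, 11 in proliferating and 5 in T or NK-like nuclei with the joint filter. With WT 1, WT 2, KO 1 or KO 2 left out, the joint fit called 14, 4, 65 and 319 in endothelial, 104, 392, 35 and 133 in macrophage, 40, 36, 49 and 51 in pericyte, 18, 15, 13 and 10 in T or NK-like and 11, 12, 77 and 45 in proliferating nuclei, 12, 1, 221 and 191 in the unnamed cluster, 0, 0, 39 and 2 in basal and 8, 0, 0 and 0 in stromal nuclei. Among interferon-stimulated genes the joint fit called 13 in macrophage, 9 in endothelial and 2 in pericyte-like nuclei, and DESeq2 5 in stromal, 4 in macrophage-like nuclei, 1 in the unnamed cluster and 0 elsewhere.

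**Figure D4:**
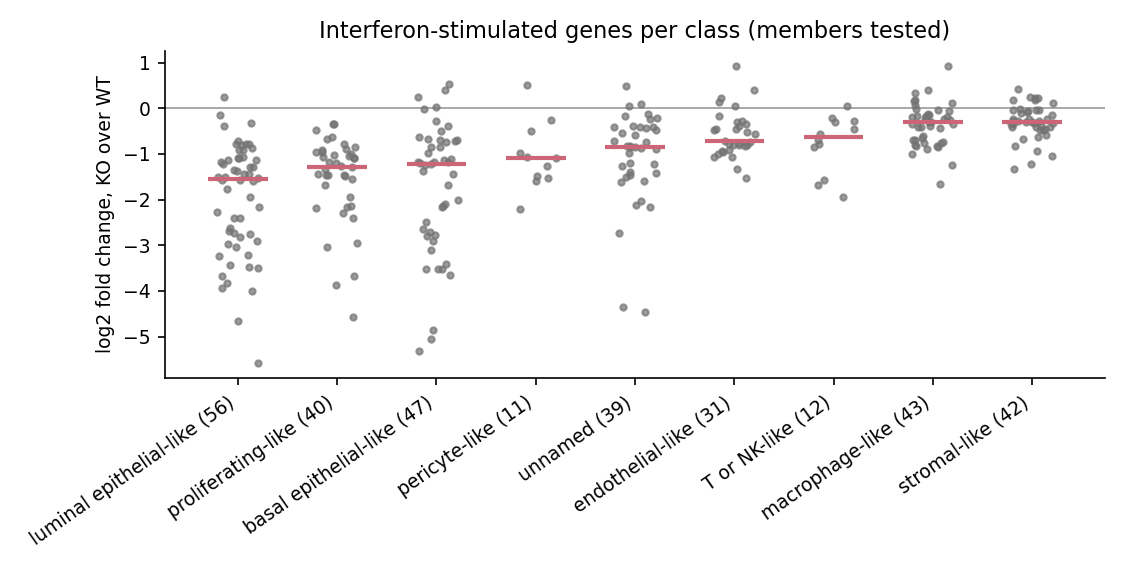
Log2 fold change (KO over WT, y axis) of each tested interferon-stimulated gene in each class (x axis), with 1 point per gene and a line at the median. The medians run from -1.55 in luminal and -1.28 in proliferating nuclei to -0.31 in macrophage-like and -0.30 in stromal nuclei.

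Few other genes passed the test in the remaining classes. In basal nuclei Mest, an imprinted gene of the hydrolase family, rose from 2 UMIs in WT to 977 in KO (log2 fold change 7.51 ± 0.39, adjusted p = 0.0200, ratio 194 with a 95% interval of 53.5 to 1603). Mest is among the leading genes of both basal clusters that came from a single KO tumor. In the unnamed cluster Lrp1b, a giant lipoprotein receptor, fell by 5.49 on the log2 scale (adjusted p = 0.00237, 212 UMIs in WT and 8 in KO), and the adenylate kinase gene Ak5 rose by 3.22 (adjusted p = 0.0240, 22 and 356 UMIs). In pericyte-like nuclei Csn3, a casein and a marker of luminal cells, fell by 4.46 (adjusted p = 0.0410, 71 and 3 UMIs, ratio 0.0447 with a 95% interval of 0.00900 to 0.136), and Tmtc2, a membrane protein of the endoplasmic reticulum, fell by 3.45 (adjusted p = 0.0410). In edgeR 0 genes were called in endothelial, macrophage, stromal, proliferating and T or NK-like nuclei, where 188, 377, 352, 425 and 67 genes had an unadjusted p under 0.05. DESeq2 called 2, 7, 2, 12 and 0 there, 237 in basal nuclei, 42 in the unnamed cluster and 2 in pericyte-like nuclei, and limma-voom called 0 in all of these classes. With WT 1, WT 2, KO 1 or KO 2 left out, edgeR called 200, 152, 138 and 392 genes over all these classes.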

Values the study reported

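After its filters and doublet removal, the study worked with 37,801 nuclei and 16,568 genes. In its annotation basal cells made up 10.7% of the nuclei of Pcbp1-deficient tumors and 4.2% of those of controls.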

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

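The tests of luminal RNA in endothelial-like droplets, with an equal share in all libraries and with the share of each library, of clusters that belong to a single tumor, of library depth and of the naming of basal clusters and nuclei were chosen after the results had been seen, whereas those of Pcbp1 in endothelial-like nuclei and of chromosome segments of another strain were chosen before.

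Several results stand out because the genotype effect in a class differs from that in luminal nuclei by the interaction test with its joint filter. Splits that mix the genotypes also called genes with this filter. They called 0 and 85 in endothelial, 0 and 15 in macrophage and 22 and 27 in pericyte-like nuclei. Whether the joint filter gives too many calls in sparse classes was not tested. Interferon-stimulated genes as a list differed by a median of 0.72 in endothelial-like nuclei (adjusted p = 0.0321 by fry, adjusted p = 0.129 by camera with an estimated correlation), with adjusted p = 0.0847 by fry on genes testable in both classes. Single interferon-stimulated genes differed in number 9 in endothelial-like nuclei, 13 in macrophage-like nuclei and 2 in pericyte-like nuclei, and 0, 1 and 0 on genes testable in both. Pcbp1 differed by 5.38 in endothelial-like nuclei, where it is not testable alone. Oas2 differed by 4.40 in macrophage-like nuclei, and by 4.33 on genes testable in both (adjusted p = 0.0343).

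Interferon-stimulated genes had a median of -0.71 in endothelial-like nuclei, a class in which Cre is not directed, with adjusted p = 0.717 by fry, 0 members called over the list alone, and an unadjusted p under 0.05 in 8 of 21 alternatives. Pcbp1 itself was not lower there, with a KO over WT ratio of 1.35 (95% interval 0.581 to 3.38), which argues against its loss in these nuclei. The fall was 62.9% of that in luminal nuclei (median of 31 genes) and luminal markers stood at 21.3% of their luminal level in WT, but that comparison takes the share as equal in both genotypes, while it was 25.9% and 14.6% in the WT and 1.38% and 9.45% in the KO libraries. With the share of each library the observed fall was 2.01 times the expected one (quartiles 1.11 to 3.38), and 1.63 times (quartiles 0.916 to 2.88) with the upper quartile of the markers in WT and the lower one in KO, and taking out the expected luminal RNA moved the median log2 ratio from -0.73 to -0.38, so luminal RNA stays open as a cause. A response of endothelial cells to less interferon from the tumor was not tested and stays open, as does chance, since the unadjusted fry p was over 0.05 with any library left out.

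In KO luminal nuclei, where many clusters belong to a single tumor, interferon-stimulated genes had adjusted p = 0.154 by fry and 47 of 56 members lower over the list alone, and MHC class I genes adjusted p = 0.776, 2 of 12 members lower over the list alone, and sums of 1013 CPM in WT 2 and 954 CPM in KO 2. In clusters that no library dominates the median of the interferon-stimulated genes was -1.64, with an unadjusted fry p under 0.05. This argues against single-tumor clusters. With all sums thinned to the same total that median was -1.52, also with an unadjusted fry p under 0.05. Thinning of sums leaves the expected fold changes as they were, so that test cannot decide on depth. Median UMIs per luminal nucleus were 1870 and 2689 in WT and 2824 and 1883 in KO, so depth did not separate the genotypes. A segment of another strain carried along with floxed Pcbp1 stays open: none of the tested interferon-stimulated genes lies within 10 Mb of it, so the planned bound on their share there (0% of the 47 with an unadjusted p under 0.05) was met by position alone, and a segment can act on genes elsewhere, while 3.31% of the 121 genes there had such a p against 5.0% of the others (Fisher's exact p = 0.529). For a segment of another strain at the H2 genes, the 87 other genes of that region had a median absolute log2 fold change of 0.281 against 0.213 elsewhere, which argues against the region moving as a whole but not against a difference in the class I genes alone. From these data alone, loss of Pcbp1 and a difference between the tumors that is unrelated to it both stay open with 2 libraries a genotype. The study also reports lower interferon-stimulated genes in bulk RNA-seq and qPCR of larger groups of tumors. It further reports lower Isg15, Irf7 and Ifnb1 after Pcbp1 knockout in a mouse breast cancer cell line, reversed by adding PCBP1 back. It describes the floxed mice as of the C57BL strain. None of this was examined here.

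Basal epithelial-like nuclei had a higher mean share in KO, at 2.63 times that in WT. Counting the unnamed cluster as basal gave 2.26 times, which decides nothing because that cluster has a higher mean share in KO itself. Naming each nucleus by its highest marker score gave 2.74 times (2.83% and 1.64% in WT, 4.89% and 7.35% in KO), which argues against the naming of whole clusters as the cause but not against the markers. Without the clusters that belong to a single tumor the ratio was 0.856, so the difference rests on cluster 14 of KO 2 and cluster 17 of KO 1. These clusters were 96.2% KO 2 and 98.5% KO 1, so leaving them out lowers the KO share by itself. The ratio without them therefore cannot tell whether basal nuclei expanded in KO. Whether each KO tumor gained its own basal population or each tumor varies in this way regardless of Pcbp1 stays open.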

How the results depend on the processing

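The fits on clusters that no library dominates, the unnamed cluster counted as basal, the crossed replicate numbers and the interaction test on genes that pass the filter in both classes were chosen after the data had been seen. Of 740 alternative values of the main results, 622 stayed the same, 49 lost a p under 0.05, 11 gained one, 42 moved and 16 changed direction. For tests, the same means the same direction and the same side of 0.05, with the unadjusted fry p for lists. For counts, it means a change of no more than a set fold. Of 2532 values for single genes, lists and counts per class, 2275 stayed the same, 13 lost a p under 0.05 and 30 gained one. Another 134 moved in size and 80 changed direction. The depth of the smaller classes limits what they show, and a library left out leaves a genotype with 1 sample, which is assumed to vary like the other. For all changes below the cause was not tested.

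In luminal nuclei DESeq2 called 165 genes. MHC class I members that fell, adjusted over the list alone, numbered 5 with DESeq2, 1 with limma-voom and 6 in clusters that no library dominates. Camera with the preset correlation called 8 other lists without the filter on low counts and 8 in clusters that no library dominates. The calls in the other classes, 5 in all, came to 304 with DESeq2, 389 without the filter on low counts, 0 with limma-voom, 9 without doublet removal, 12 with over 500 genes per nucleus, 11 with no upper UMI limit, 3 with variable genes scaled within each library, 2 and 9 at Leiden resolutions 0.5 and 2, 2 by the highest marker score and 1 with thinned sums. The interaction test called 296 genes with DESeq2, 324 without doublet removal, 172 in clusters that no library dominates and 1 on genes that pass the filter in both classes.

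Medians of lists in luminal nuclei changed sign as follows. Poly(rC)-binding proteins came to 0.035 with library totals, 0.0040 with limma-voom, 0.0066 under 1% mitochondrial UMIs, 0.027 with proliferating nuclei joined, 0.024 by marker score and 0.052 in clusters that no library dominates. Iron handling came to 0.040 with library totals, 0.010 without doublet removal, 0.0082 with over 500 genes, 0.0014 with no upper UMI limit, 0.028 under 1% mitochondrial UMIs and 0.010 with thinned sums. Basal and myoepithelial genes came to 0.14 with proliferating nuclei joined, T or NK markers to 0.16 by marker score, and muscle markers to -0.51 with variable genes scaled within each library. Without the filter on low counts, stromal, pericyte and endothelial markers came to -1.61, -0.11 and -0.13. Stromal markers also came to -0.25 with limma-voom and -0.011 at Leiden resolution 2. In clusters that no library dominates, hypoxia genes came to 0.12, the unfolded protein response to 0.086, and proliferating, stromal and endothelial markers to -0.071, -1.36 and -0.12. There Tnfaip2, Itgb3, Lgr5, Steap3, Xbp1, Atf4 and Dhx9 came to -1.05, -0.38, -0.99, 0.024, 0.24, 0.10 and 0.057, and Cdh2 to 0.19 by marker score.

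For interferon-stimulated genes in endothelial-like nuclei the unadjusted fry p was under 0.05 in the main setting. It was over 0.05 with library totals (median -0.73), without the filter on low counts (-0.74) and with over 500 genes (-0.64). The same held with no upper UMI limit (-0.58) and under 1% mitochondrial UMIs (-0.58). It also held with variable genes scaled within each library (-0.69) and by marker score (-0.63). In pericyte-like nuclei an unadjusted fry p under 0.05 was lost with limma-voom (-1.05) and over 500 genes (-1.08). Variable genes scaled within each library (-1.07), marker score (-0.85) and thinned sums (-0.62) lost it as well. In T or NK-like nuclei the unadjusted fry p was under 0.05 with over 500 genes (median -0.54), and the median came to 0.022 by marker score. With over 500 genes no B-like class was named, and WT 2 held 81 T or NK-like nuclei against 46 in the main setting. The T or NK-like class of that setting therefore need not hold the same population. The difference from luminal nuclei lost an unadjusted fry p under 0.05 in clusters that no library dominates for endothelial (0.87), macrophage (1.05) and stromal nuclei (1.46), and gained it for the unnamed cluster there (0.55), without doublet removal (0.48) and with variable genes scaled within each library (0.70), and for basal nuclei at Leiden resolution 0.5 (0.31), and for T or NK-like nuclei with over 500 genes (-0.017). On genes that pass the filter in both classes it was lost for macrophage-like nuclei (1.11) and gained for pericyte-like nuclei (0.53), and the difference was 0.55 in T or NK-like nuclei. For T or NK-like nuclei it was 0.11 with DESeq2, 0.16 without doublet removal, 0.017 with variable genes scaled within each library and 0.17 by marker score, and for proliferating nuclei -0.097 by marker score. At Leiden resolution 0.5 the basal class held 612, 265, 1070 and 1043 nuclei in WT 1, WT 2, KO 1 and KO 2. In the main setting it held 347, 199, 699 and 790. The unnamed class held only 5, 0, 2 and 29 nuclei at that resolution, so the basal class there is not the same population.

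Pcbp1 in macrophage-like nuclei was -1.73 with DESeq2, with an unadjusted p over 0.05, and in stromal nuclei -0.13 by marker score. The log2 ratio of the unnamed share was -0.64 by marker score. The unnamed class held only 4 and 10 nuclei in the WT and 2 and 7 in the KO libraries in that setting. In the main setting it held 265 and 64 in the WT and 352 and 223 in the KO libraries. The unnamed class by marker score is therefore not the same population, and its ratio does not show a reversed share of the unnamed cluster. The basal share, KO minus WT, was -0.44 percentage points in clusters that no library dominates. The share of luminal nuclei with a UMI, KO minus WT, was -2.24 points for Pcbp1, -13.8 for Oas2 and -1.70 for Isg15 after thinning to 1000 UMIs, and -5.22, -26.0 and -3.34 without thinning.

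The replicate numbers are not stated to pair the libraries, and the deviations of WT 1 and KO 1 from their group means had a correlation of -0.259 over the luminal genes. With the replicate number as a block, 83 genes were called in the other classes and 0 in luminal nuclei, the median of interferon-stimulated genes was -1.22 in basal, -0.74 in endothelial and -1.21 in pericyte-like nuclei, each with an unadjusted fry p over 0.05, stromal markers in luminal nuclei came to -0.54, and the share of B-like nuclei had a log2 ratio of -5.18 (adjusted p = 0.00552). With crossed numbers as a block, 553 genes were called in the other classes and 0 in luminal nuclei, 7 MHC class I members fell adjusted over the list alone, and the medians came to -1.23 in basal and -0.73 in endothelial-like nuclei and -0.31 for stromal markers.

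With each library left out in turn, the genes called ranged from 0 to 1 in luminal nuclei and 138 to 392 in the other classes, MHC class I members that fell from 2 to 7, other lists called by camera with the preset correlation from 4 to 10, and genes called by the interaction test from 207 to 751. The median of interferon-stimulated genes ranged from -1.85 to -1.49 in luminal, -1.31 to -0.55 in T or NK-like, -1.56 to -1.05 in basal, -0.81 to -0.60 in endothelial, -1.28 to -0.58 in pericyte-like, -1.49 to -1.12 in proliferating, -0.61 to 0.020 in stromal and -1.07 to -0.86 in unnamed nuclei, and its difference from luminal nuclei from -0.44 to 0.39 in T or NK-like, 0.66 to 1.04 in endothelial, 0.91 to 1.55 in macrophage-like, -0.60 to 0.43 in pericyte-like, -0.10 to 0.27 in proliferating and 1.08 to 1.75 in stromal nuclei. Pcbp1 in macrophage-like nuclei ranged from -1.88 to -1.51. The log2 ratio of the macrophage share ranged from -0.24 to 0.75 and of the pericyte share from -0.32 to 0.49. That of the endothelial share ranged from 0.13 to 1.52 and of the stromal share from 0.038 to 0.92. For the unnamed share it ranged from 0.016 to 2.16 and for the T or NK-like share from -1.07 to -0.58. Medians in luminal nuclei ranged from -0.66 to 0.22 for antigen processing, -0.11 to 0.17 for the cGAS-STING list, -0.081 to 0.049 for poly(rC)-binding proteins, -0.71 to 0.030 for basal and myoepithelial genes, -0.42 to 0.72 for milk genes, -0.21 to 1.51 for hormone-sensing genes, -0.19 to 0.045 for iron handling, -0.28 to 0.22 for hypoxia genes, -0.58 to 0.17 for the unfolded protein response, -0.38 to 0.73 for oxidative phosphorylation and -0.48 to 1.22 for ribosomal proteins, and those of marker lists from -0.085 to 0.93 for proliferating, -2.99 to 0.50 for stromal, -0.72 to 0.84 for pericyte, -0.43 to 1.28 for endothelial, -0.71 to 0.63 for macrophage, -0.72 to 2.31 for T or NK and -0.029 to 0.44 for muscle markers. Log2 fold changes in luminal nuclei ranged from -0.17 to 0.84 for Psme1, -1.11 to 0.21 for Sting1, -1.02 to 2.83 for Tnfaip2, -1.02 to 3.57 for Lgr5, -0.039 to 1.62 for Foxa1, -1.19 to 0.069 for Steap3, -0.11 to 1.14 for Fth1, -0.36 to 1.36 for Cox4i1, -0.065 to 0.74 for Atp5b, -0.50 to 1.26 for Atp5e, -0.36 to 0.95 for Cox6c, -0.23 to 1.43 for Rpl28, -0.29 to 1.46 for Rps19, -0.092 to 0.96 for Irf3, -0.80 to 1.97 for Pgr and -0.21 to 0.092 for Dhx9.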

Other observations

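A small hormone-sensing luminal cluster of KO tumors held more Pcbp1 per UMI than the other luminal clusters, a comparison chosen after the values had been seen. Cluster 18, led by Nrxn3 and including the progesterone receptor gene Pgr and the growth factor gene Areg, held 205 KO nuclei and 15 of the 36 Pcbp1 UMIs of KO luminal nuclei, 6 in KO 1 and 9 in KO 2. In KO 1 that is 39.4 CPM against 0 UMIs in the other luminal clusters (95% interval of the ratio from 181), and in KO 2 it is 18.9 CPM against 1.53 CPM, a ratio of 12.4 (95% interval 4.98 to 28.1). WT nuclei of cluster 18 had 57.3 and 4.51 CPM. Oas2 had ratios of 7.77 (95% interval 3.49 to 15.1) in KO 1 and 2.75 (95% interval 1.15 to 5.66) in KO 2. High Oas2 did not always go with Pcbp1. In KO 1, cluster 6 held 0 Pcbp1 UMIs and had an Oas2 ratio of 2.42 (95% interval 1.79 to 3.27). In WT nuclei of cluster 18 Oas2 stood at 138 and 99.2 CPM. Cluster 18 was not alone in KO 2, where cluster 15 held 4 Pcbp1 UMIs at 8.14 CPM. Its Pcbp1 ratio to the other luminal clusters there was 4.29 (95% interval 1.09 to 12.4), while it held 0 Pcbp1 UMIs in KO 1. The Oas2 ratio of cluster 15 in KO 2 was 0.307 (95% interval 0.00768 to 1.75). Values are not scaled by TMM, and the intervals cover counting error only.

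After thinning to 500 UMIs, the glial transcription factor gene Sox10 was found in 23.3% of the nuclei of the unnamed cluster 12, 17.6% of luminal and 11.2% of basal nuclei, and the cadherin gene Cdh19 in 26.9%, 8.38% and 3.96%. The basal genes Trp63 and Mylk were found in 5.34% and 13.5% of cluster 12, 0.989% and 0.109% of luminal and 24% and 25.6% of basal nuclei. These comparisons were chosen after the values had been seen and leave the identity of the cluster open. It held 49 Pcbp1 UMIs in WT and 1 in KO (ratio 0.0116, 95% interval 2.89e-04 to 0.0679).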
